# Influence of CNTRENE^®^ C100LM carbon nanotube material on the growth and regulation of *Escherichia coli*

**DOI:** 10.7717/peerj.3721

**Published:** 2017-08-18

**Authors:** Brittany Twibell, Kalie Somerville, Geoffrey Manani, Molly Duszynski, Adam Wanekaya, Paul Schweiger

**Keywords:** Cytotoxicity, Nanoparticles, Minimum inhibitory concentration, Gene expression, Life cycle assessment

## Abstract

The growing use of carbon nanotubes (CNTs) in industrial and consumer products raises important questions about their environmental fate and impact on prokaryotes. In the environment, CNTs are exposed to a variety of conditions (e.g., UV light) that could lead to decomposition and changes in their chemical properties. Therefore, the potential cytotoxic effect of both pristine and artificially aged carboxyl functionalized CNTRENE^®^ C100LM CNTmaterial at neutral and acidic conditions on *Escherichia coli* K12 was analyzed using a minimal inhibitory concentration (MIC) assay, which also allowed monitoring of non-lethal growth effects. However, there were no observable MIC or significant changes in growth behavior in *E. coli* K12 when exposed to pristine or aged CNTs. Exposure to pristine CNTRENE^®^ C100LM CNT material did not appear to influence cell morphology or damage the cells when examined by electron microscopy. In addition, RNA sequencing revealed no observable regulatory changes in typical stress response pathways. This is surprising considering that previous studies have claimed high cytotoxicity of CNTs, including carboxyl functionalized single-walled CNTs, and suggest that other factors such as trace heavy metals or other impurities are likely responsible for many of the previously reported cytotoxicity in *E. coli* and possibly other microorganisms.

## Introduction

Carbon nanotubes (CNTs) are a type of nanoparticle with the potential for many technological applications, but many CNTs have unknown cytotoxicity. CNTs are cylinders of various lengths composed of single layers of carbon, called graphene, and can be single-walled (SWCNTs) or multi-walled (MWCNTs). CNTs can be modified with functional groups, increasing their potential applications by allowing them to bind macromolecules (Kolosnjaj-Tabi, Szwarc & Moussa, 2012; Chen, Xie & Yu, 2011). Consequently, the industrial and commercial usage of CNTs has increased several fold over the past decade, and the research and development of new products incorporating CNT materials is rapidly growing. CNTs are used as additives in composite materials, such as CNT resins, that are used for a variety of products from wind turbine blades to sporting good equipment (De Volder et al., 2013). CNTs have also been used as additives in different types of coatings and films, such as protective paints containing MWCNTs, used in the marine industry and solar cells (Köhler et al., 2008; De Volder et al., 2013). Recent development of flexible touch screen displays that include SWCNTs have the potential to replace traditional indium tin oxide coated displays, and 60% of cell phone and tablet devices on the consumer market already use lithium ion batteries containing CNTs (De Volder et al., 2013; Köhler et al., 2008). There is also interest in the use of CNTs in biosensors and drug delivery systems based on functionalization (De Volder et al., 2013).

Despite the broad applications of CNTs, many questions remain about environmental and biological safety because materials at the nanoscale have physiochemical properties that differ from their bulk material (Environmental Protection Agency, 2010; Reinhart et al., 2010). As of 2013 the EPA has implemented a Significant New Use Rule (SNUR) under the Toxic Substance Control Act which specifically refers to CNTs (Environmental Protection Agency, 2008; Environmental Protection Agency, 2015). This SNUR allows the EPA to track and review chemicals before manufacturing or importing and make decisions based on potential impacts to humans and ecosystems (Environmental Protection Agency, 2015), demonstrating the need for further research on the impact CNTs. Of particular interest is lifecycle analysis, which looks at impacts of a chemical and potential release points from production of the raw materials, use in products, end of life recycling and disposal methods, and waste produced at any step in the life cycle (Köhler et al., 2008; Environmental Protection Agency, 2010). As part of a lifecycle analysis it is important to consider various environmental conditions that a chemical may experience. When materials are deposited in the environment they are exposed to weathering processes that can be mimicked with the use of a UV accelerated weathering chamber (Grujicic et al., 2003). UV-light exposure has been shown to cause physical changes in CNT shape and chemical changes, including changes in the way oxygen associates with the CNT wall surfaces (Grujicic et al., 2003). The alterations in physiochemical properties of these aged CNTs leads to the question of whether environmental induced changes could affect cytotoxicity of CNTs. However, no studies on the effects of aged carboxyl functionalized CNTs on bacterial cytotoxicity have been done to date. The effect of CNTs on the growth and viability on the bacterial community is a key part of an environmental life cycle assessment of chemicals as bacteria are important factors in nutrient cycling and community structure.

The toxicity of various CNTs has been studied, yet research is often contradictory. This is often due to insufficient characterization of the nanoparticles. During synthesis, carbon sources are used along with metal catalysts, such as cobalt, yttrium, iron, and nickel, which can lead to metal impurities in raw CNTs and often contributes to or enhances toxicity (Johnston et al., 2010; Köhler et al., 2008; Kolosnjaj-Tabi, Szwarc & Moussa, 2012; Puretzky et al., 2000). Small variations in the physiochemical characteristics and the type and level of metal contamination of the CNT can influence cytotoxicity, leading to conflicting results in toxicity studies (Horie et al., 2012). Physiochemical differences resulting in conflicting toxicity studies highlights the importance of evaluating the impact of CNTs. The growth behavior, metabolism, and gene regulation of the model organism *Escherichia coli* K12 is well established, making it a common first choice microbe for cytotoxicology studies. In this study, the ability of pristine and artificially aged carboxyl functionalized CNTs to inhibit *E. coli* K12 growth was examined using a range of commercial Brewer Science^®^ CNTRENE^®^ C100LM carbon nanotube material (hereafter referred to as CNTRENE material). Gene expression of *E. coli* K12 exposed to CNTRENE material was evaluated and compared to native gene expression by RNA sequencing. These results provide insights into the microbiological safety of this commercially available CNTRENE^®^ product currently used in advanced memory devices for computers, tablets, smart phones, and digital cameras.

## Materials and Methods

### Bacterial growth and media

*Escherichia coli* K12 strain SMG 123 (ATCC PTA-7555) was grown in lysogeny broth (LB) or M9 minimal salts medium with the addition of 1 mM thiamine and 2% glucose (hereafter M9 medium) at 37 °C and 200 rpm in a Thermo Scientific MaxQ 400 incubator unless stated otherwise.

### Carbon nanotubes

Pristine carboxyl functionalized CNTRENE^®^ C100LM CNT material, supplied by Brewer Science, Inc., was suspended in distilled water at 135 µg/mL (pH 7.0) and were of the same lot as previously used by Woodman et al. (2016), wherein the physical characterization was described. Briefly, the CNTs had a total metal ion content of less than 25 ppb. Carboxyl functionalization was estimated to be at 2–6% and mainly observed at the open ends of the CNTs. The CNTs had a length range of 0.3–1.5 µm (90% of CNTs) and a diameter range of 0.7–3 nm (95% of CNTs), with the average length of 0.87 µm and width of 1.56 nm. The pristine product was made up of SWCNT, DWCNT, and MWCNT at 70%, 25%, and 5%, respectively.

### Carbon nanotube aging process and spectroscopic characterization

To simulate environmental weathering, pristine CNTRENE material was aged as supplied in distilled water in a QUV Accelerated Weathering chamber (Q-Lab Corp, Cleveland, OH, USA) as previously described (Woodman et al., 2016). Briefly, 14 mL pristine CNTRENE material was exposed to 3–4 h alternating ultraviolet and condensation cycles for 12 days. The UV cycle and condensation cycle temperatures were 68 ± 0.5 °C and 47 ± 0.5 °C, respectively. The current of the lamps were 0.5–0.6 amperes and the condensation cooling fan set point was 15. Distilled water was used to provide moisture and served as temperature control bath. The Raman, FTIR, and UV-vis spectra of both pristine and aged CNT material were quantified after sonication for one minute to disperse the CNTs. For Raman spectroscopy, 2–10 µL of the sample was dropped onto an aluminum foil wrapped around a microscope glass slide. The sample was air-dried in a clean environment free from any dust or other contaminants. A Horiba LabRAM HR800 spectrometer equipped with a 50 mW 532 nm excitation laser with a detection capability in the range of 200 to 4,000 nm was used for Raman Photoluminescence spectroscopy at ambient temperature. For FTIR spectroscopy, 20 µL of the CNTs were put into separate pre-cleaned dry mortars preheated at 80 °C. The sample was dried on the mortar and approximately 400 µg of dry potassium bromide was added and ground into fine powder to make a KBr pellet. The pellet was used for IR measurements using a Bruker IR spectrophotometer. The background data was obtained using a KBr pellet without CNTs. For UV-Vis analysis, CNTs were diluted 10-fold with deionized water and spectra taken with a PerkinElmer Lambda 650 UV-Vis spectrometer at room temperature.

### Minimal Inhibitory Concentration (MIC)

A broth microdilution MIC assay on a 96-well transparent C-bottom plate was performed with a standard inoculum of 5.0 × 10^5^ CFU/mL in a final reaction volume of 200 µL as previously described (Wiegand, Hilpert & Hancock, 2008). The MIC was determined for CNT concentrations from 1.05 µg/ml to 6.44 × 10^−5^ µg/ml and were assayed using a minimum of three replicates from three independent cultures (*n* = 9). Plates were incubated at 37 °C in a BioTek EL808 plate reader with shaking at the medium shake rate and optical density at 595 nm was monitored for 24 h. The Gen5 software (BioTek, Winooski, VT, USA) was used for data collection and growth curves and doubling times were used to evaluate growth effects of CNT exposure.

### Antibacterial plate counts

The effect of pristine CNTRENE material concentrations greater than 5 µg/mL on the growth of *E. coli* K12 was evaluated by the spot-plate technique using a modified method of (Gaudy Jr, Abu-Niaaj & Gaudy, 1963). *E. coli* K12 was inoculated to 5.0 × 10^5^ CFU/ml in 96-well transparent C-bottom plates and grown in LB (pH 7) with addition of pristine CNTRENE material (0 µg/mL, 8.44 µg/mL, 16.88 µg/mL, and 33.75 µg/mL) in a final volume of 200 µL in triplicate. Plates were incubated for 24 h as described above. After incubation, serial ten-fold dilutions of the overnight cultures were performed in 96-well plates and 10 µl of the dilutions were spotted in triplicate on LB plates and incubated at 37 °C for 16–18 h. Colony forming units per milliliter were calculated for each concentration of CNTs and compared to that of the unexposed control group.

### Electron microscopy

Morphological change of bacterial cells exposed to CNTs was evaluated by scanning electron microscopy (SEM) and atomic force microscopy (AFM). *E. coli* K12 was inoculated to a concentration of 5.0 × 10^5^ CFU/ml in a 200 µl LB culture in a 96-well transparent C-bottom plate containing 0 µg/mL, 33.75 µg/mL, 16.88 µg/mL, and 1.05 µg/mL pristine CNTRENE material. *E. coli* K12 was grown at each CNT concentration in triplicate for 24 h at 37 °C. Replicates were combined, pelleted by centrifugation at 5,000 x g for 5 min, and then washed three times in 0.1 M phosphate buffer (pH 7.2) to remove growth medium. Cells were dehydrated by an ascending ethanol wash series (50%, 70%, 80%, 90%, 95%, 100%, and 100%) with a 5 min exposure to each concentration of ethanol. Samples were transferred onto silicon wafers in 10 µL volumes and either frozen in liquid nitrogen and freeze dried overnight for SEM or allowed to air dry overnight for AFM. SEM was done with a JEOL JSM-7600F field emission scanning electron microscope under vacuum (9.6 × 10^−5^ Pascal). SEM images were captured using an accelerating voltage of 1.00 kV and a working distance (WD) between 5.1 mm and 5.2 mm at total magnification ranging from 10,000× to 20,000×. AFM imagines were captured utilizing the Veeco Dimension 3100 with a Nanoscope IIIA Controller under atmospheric conditions (1.01 × 10^5^ Pascal). AFM imagines were captured on tapping mode (scan size 5.000 µm or 20.0 µm, scan rate 1.001 Hz, 512 samples) using a silicon tip with a nominal radius of 8.0 nm.

### RNA sequencing

Differential gene expression of CNTRENE material-exposed bacterial cells was evaluated with RNA sequencing. An overnight *E. coli* K12 culture was inoculated 1:100 in 5 mL of M9 medium. Pristine CNTRENE material was added at 1.05 µg/mL to experimental cultures, with all cultures set up in triplicate and incubated to mid-log phase. RNA was extracted using the Qiagen RNeasy Plus Mini Kit (Qiagen, Hilden, Germany), including an on-column DNase treatment (Qiagen RNase-Free DNase Set) according to the manufacturer’s instructions.

Extracted RNA was initially quantified using an IMPLEN nanophotometer followed by analysis with an Agilent Technologies 2100 Bioanalyzer system and 2100 Expert software to confirm RNA quality. High integrity samples (RIN > 8) were depleted of ribosomal rRNA using the bacterial Ribo-Zero rRNA Removal Kit (Illumina, San Diego, Ca, USA) according to the manufacturer’s instructions. The SMARTer Stranded RNA-Seq kit (Clontech, Mountain View, Ca, USA) was used to prepare cDNA from RNA samples according to the manufacturer’s instructions. An Illumina MiSeq instrument (single-end 50 bp read length) was used for RNA sequencing and sequencing data was analyzed using the DNAstar Lasergene Suite Qseq software by the University of Wisconsin- Milwaukee Great Lakes Genomics Center. Sequencing was done from three independent RNA preparations for each sample type. The sequence reads were mapped and analyzed using the RNA-Seq pipeline default parameters using *E. coli* K12 MG1655 as a reference genome. Differential gene expression was analyzed using the student *t*-test with the false discovery rate restricted to 0.05 as the *p*-value adjustment method (Benjamini & Hochberg, 1995).

### Data analysis

All statistical analyses were done in using the GraphPad Prism 5.0 software.

## Results

### Effect of aging on CNTRENE^®^ C100LM CNT material

Exposure to environmental conditions is known to change the physiochemical properties of CNTs, which has the potential to influence toxicity (Valsami-Jones & Lynch, 2015). To mimic the effect of weathering on CNTs, the pristine CNTRENE material was aged by exposure to UVA at 340 nm using a QUV Accelerated Weathering chamber that has been used previously to simulate outdoor weathering. Accelerated aging of materials in the QUV Accelerated Weathering chamber for between 1,000 h–1,800 h has been equated to a year of Florida summer sunlight exposure (University of Delaware, CfCM, 2002) and has been used to investigate the stability of polymers such as polymer-bound hindered amine light stabilizers (Macleay, 1989), to predict the service life of exterior automotive coatings (Shanbhag, 2012), the photodegradation of wood-plastic composites (Peng et al., 2014), and carbon fiber-reinforced polymer composites (Tcherbi-Narteh, Hosur & Jeelani, 2013), among others. The UV-Vis spectra of pristine CNTRENE material had a peak at about 250 nm that is due to the first interband transition of the nanotubes (Fig. 1). As the nanotubes age, the above peak appears to experience a redshift to 270 nm. Additionally, another peak emerges at about 210 nm. This is attributed to the loss of *π*-structure of the nanotubes in the aging process. In the Raman spectra, the major observation is the difference in the ratios of characteristic CNT bands (Fig. 2). In general, the aged CNTRENE material exhibited lower D/G and RBM/G band ratios compared to pristine CNTs. The decreasing ratio of bands, especially RBM/G, implies diminishing CNT character as the CNTs age. Previous research on aging of nanocarbons under ambient conditions indicated a decrease in the net structural defects with aging (Yang et al., 2009). This is in line with the results observed from the decrease in the intensity of the D band compared to the G band, leading to a decrease in the D/G ratio giving an indication of decreased disorder or defects in the CNTs with aging. From the FTIR spectra, it can be inferred that there is an O–H peak (∼3,430 cm^−1^), C–H stretching as observed in alkanes (and possibly aldehydes or carboxylic acids), and a carbonyl stretch at 1,653 cm^−1^–1,701 cm^−1^ confirmed the presence of a carboxylic acid group (–COOH) (Chen et al., 1998; Liao & Zhang, 2012) (Fig. 3). Deviations were observed for the intensities of the C =O (with a likelihood of H-bonding as that observed for diketones) and O–H peaks for the aged CNTs being higher than those of pristine CNTs. It can be further inferred that the diketone functionalities are dominant in the aged CNTs compared to the pristine CNTs based on the intensities of the peaks. The band at ∼1,653 cm^−1^ may be attributed to C=C stretching (Chang et al., 2006). The peaks at 1,385 cm^−1^ and 1,090 cm^−1^ correspond to the expected C–O–H and the C–C–C bending. The peaks at ∼2,920 cm^−1^ suggest the presence of a C–H stretch in C–CH_3_ that can be attributed to protonation of the CNTs as a result of their interactions with water in extreme aging conditions. It is possible that such interactions could occur in the environment because of exposure to favorable reaction conditions such as humidity, presence of hydrogen, oxygen, and heat. The differences in peak intensities suggest probable oxidation of the CNTs with aging, especially evident from the increase in O–H groups. Additionally, aged CNTs had increased coiling and bundling compared to pristine CNTs (Fig. 4). Together these data imply morphological and functional changes as the CNTs are aged in conditions that mimic prolonged environmental exposure.

**Figure 1:**
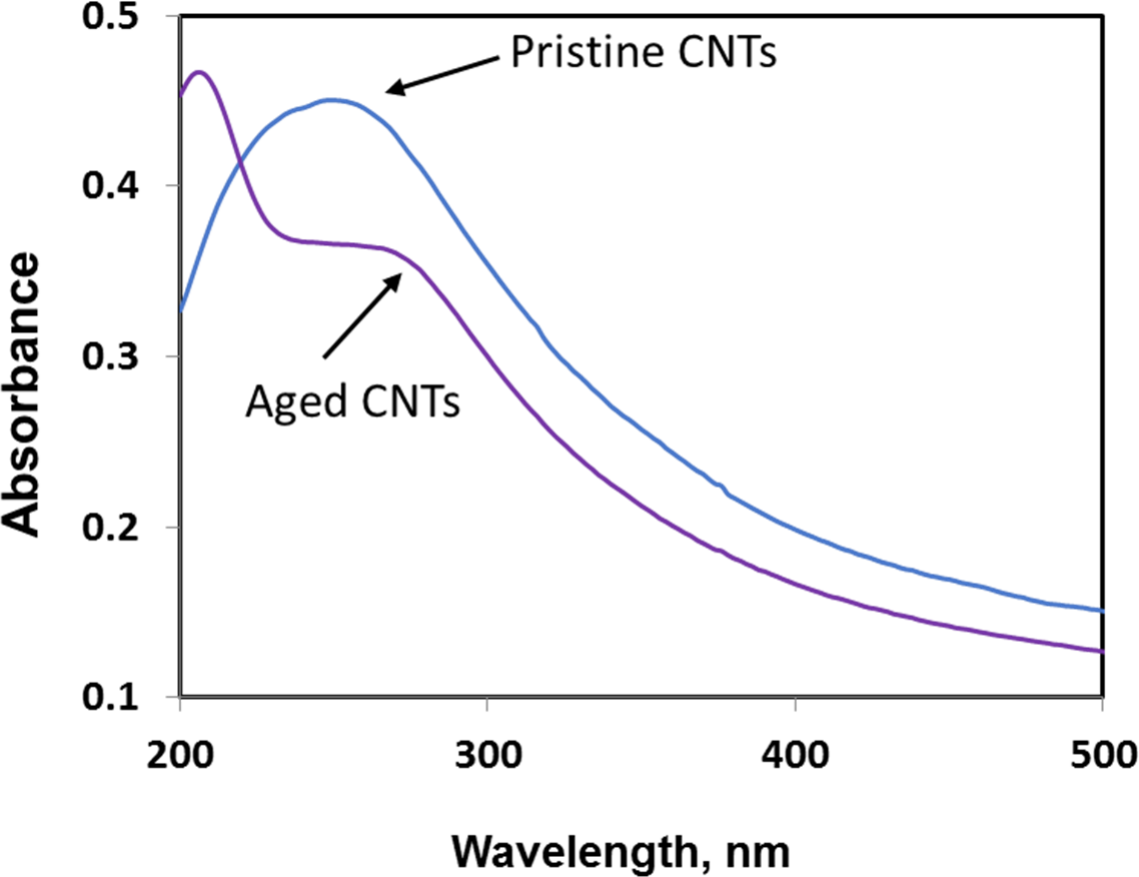
Comparison of UV-Vis spectra of pristine and aged CNTRENE C100LM CNT material.

**Figure 2:**
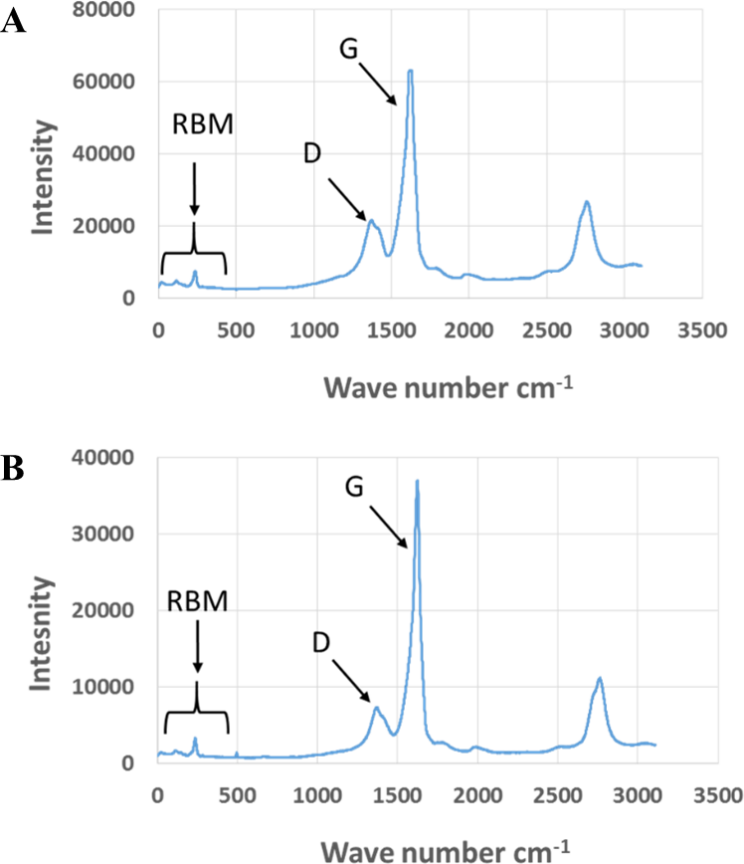
Comparison of Raman spectra of pristine and aged CNTRENE C100LM CNT material. (A) Pristine CNTRENE. (B) CNTRENE artificially aged in a QUV Accelerated Weathering chamber for 12 days.

**Figure 3:**
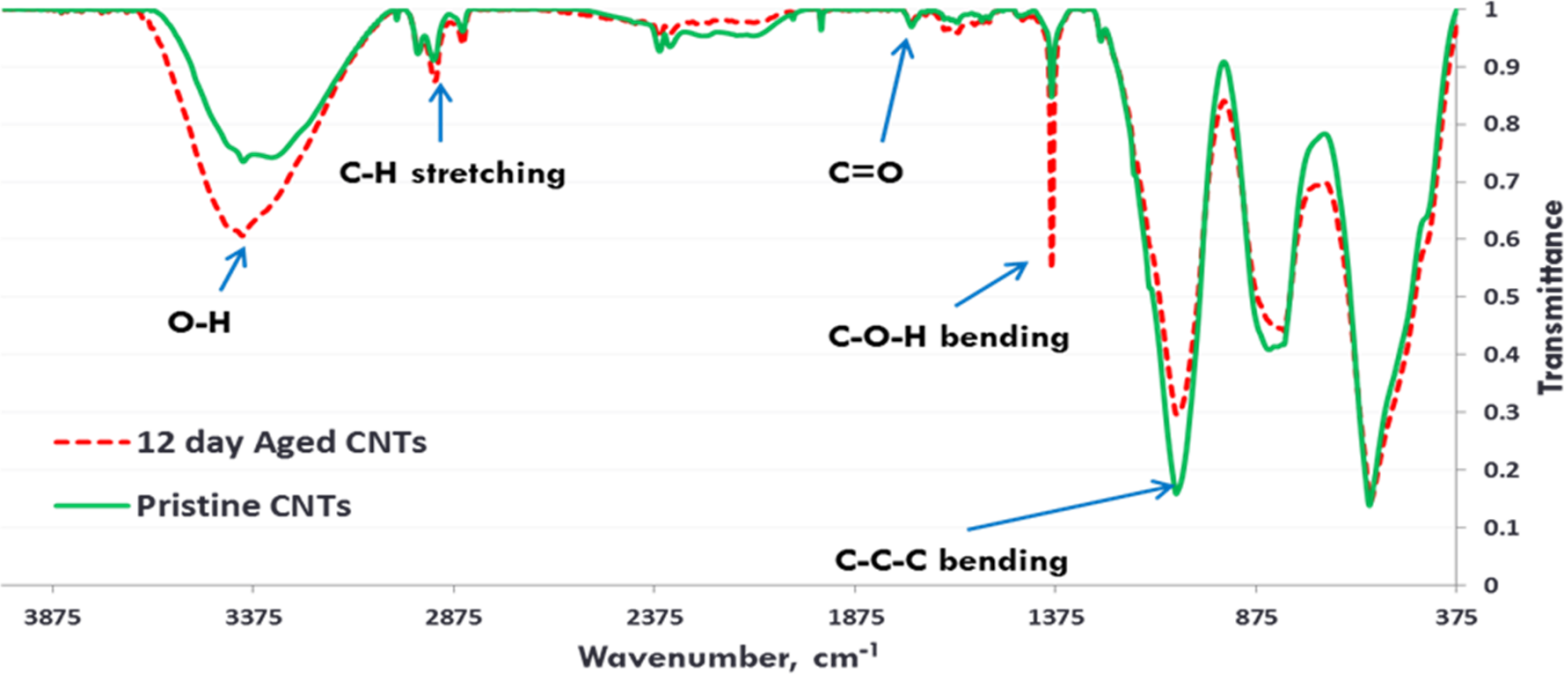
FTIR Spectra of Pristine (green, solid) and aged (red, dotted) CNTRENE CL100LM CNT material.

**Figure 4:**
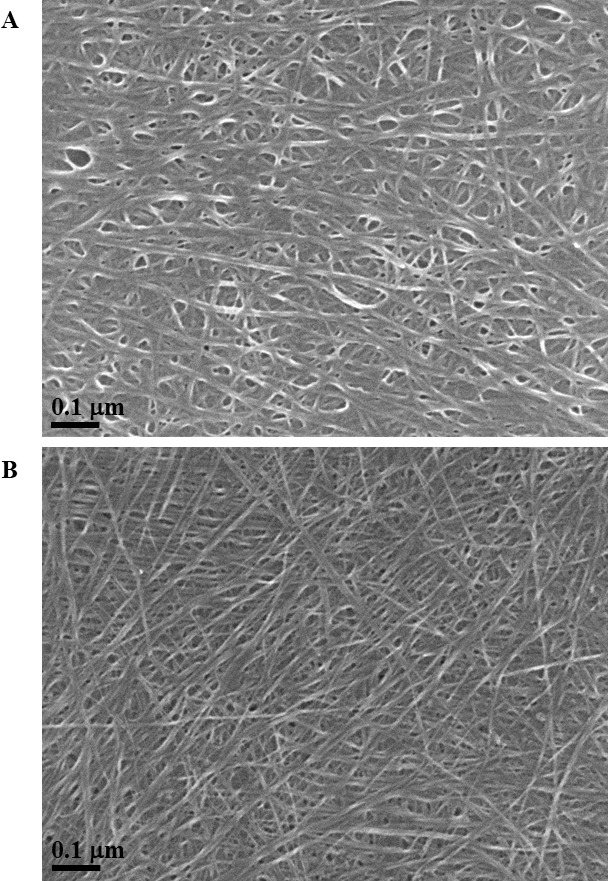
SEM of aged and pristine CNTRENE C100LM CNT material. (A) CNTRENE artificially aged in a QUV Accelerated Weathering chamber for 12 days. (B) Pristine CNTRENE Images from JEOL JSM-7600F field emission SEM under vacuum (9.6 × 10^−5^ Pascal) with accelerating voltage of 5.0 kV (A) and 10.0 kV (B). Total magnification was 100,000×.

### Cytotoxicity of CNTRENE^®^ C100LM CNT material exposure

The inhibition and cytotoxicity of an increasing gradient of CNTRENE material up to 1.05 µg/ml on *E. coli* K12 was examined by a MIC assay. Growth curves for *E. coli* K12 in LB (pH 7) in the presence of pristine CNTRENE material over the tested concentration range were very similar to the growth observed in the unexposed control group, with all growth curves overlaying (Fig. 5A). The same trend was observed for *E. coli* K12 in LB (pH 7) in the presence of aged CNTRENE material (Fig. 5B). Cultures grown in LB (pH 7) had anaverage doubling time of 22.4 min (±1.2 min) after exposure to pristine CNTs, and an average doubling time of 22.3 min (±1.1 min) after exposure to aged CNTs (Fig. 6A). In comparison, the unexposed control groups in the pristine and aged CNT assays had doubling times of 22.7 min (±0.8 min). Doubling times observed for *E. coli* K12 in LB (pH 7) were similar between pristine and aged CNTRENE material concentrations regardless of the concentration used. Indeed, doubling times were not correlated to increasing exposure to either pristine (*r* = 0.0995, *n* = 9 for each concentration, *p* = 0.4873) or aged (*r* = 0.2581, *n* = 9 for each concentration, *p* = 0.0675) CNTRENE material.

**Figure 5:**
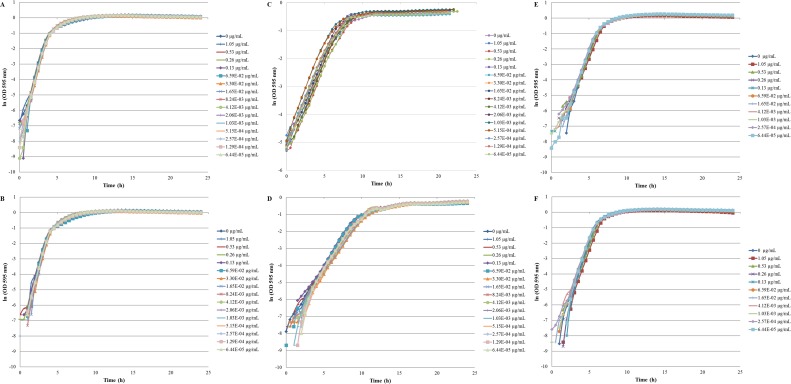
Comparison of *E. coli.* growth when exposed to pristine or aged CNTRENE C100LM CNT material. Controls cells were grown in medium without CNT treatment. *E. coli* K12 were grown in the presence of 0–1.05 µg/ml pristine or aged CNTRENE C100LM. (A) *E.  coli* exposed to pristine CNTRENE C100LM and grown in LB at a pH of 7. (B) *E. coli* exposed to aged CNTRENE C100LM and grown in LB at pH 7. (C) *E. coli* exposed to pristine CNTRENE C100LM and grown in M9 medium at a pH of 7. (D) *E. coli* exposed to aged CNTRENE C100LM and grown in M9 medium at pH 7. (E) *E. coli* exposed to pristine CNTRENE C100LM and grown in LB at a pH of 5. (F) *E. coli* exposed to aged CNTRENE C100LM and grown in LB at pH 5. Error bars have been omitted for clarity.

**Figure 6:**
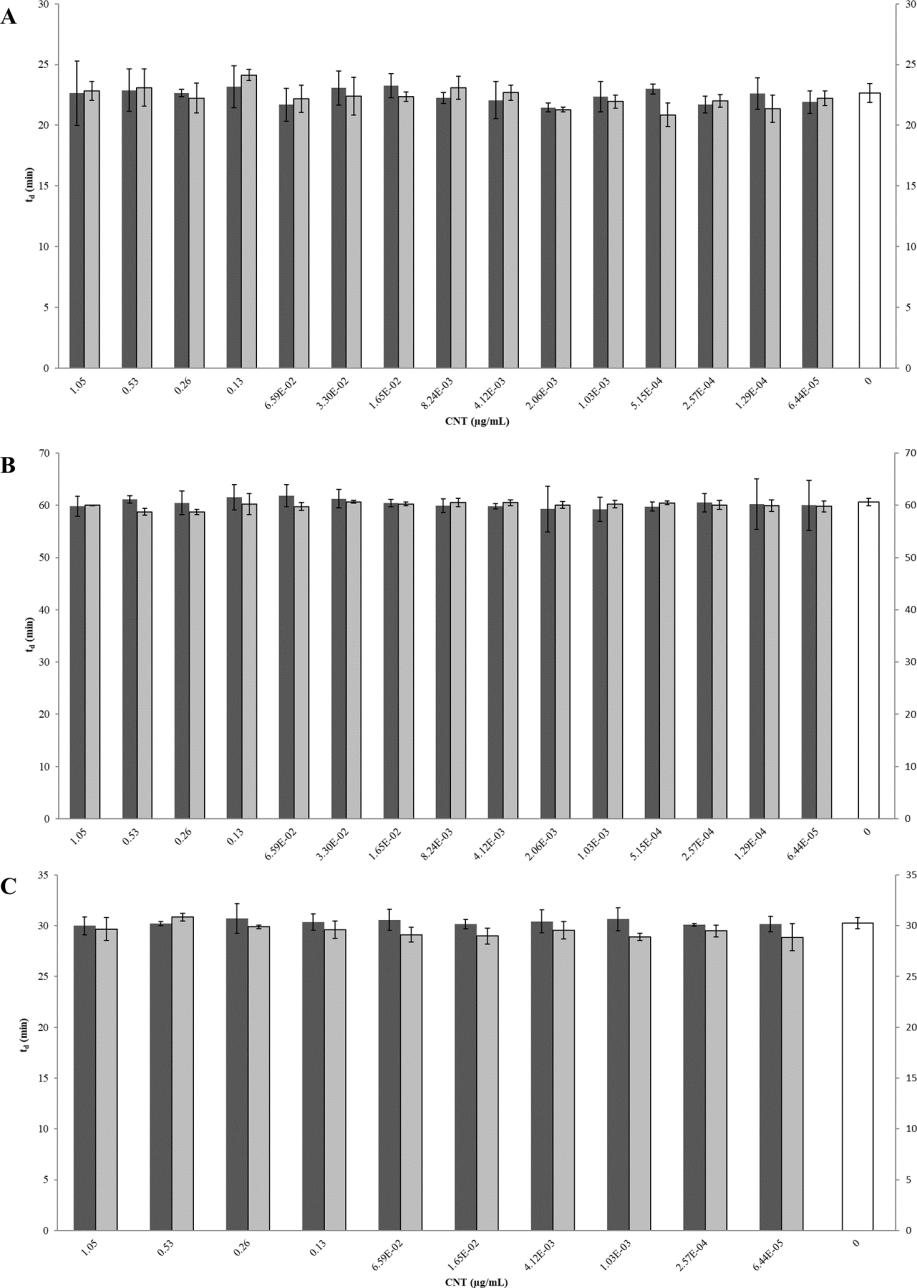
Comparison of doubling times (*t*_*d*_) of *E. coli* K12 exposed to pristine or aged CNTRENE C100LM CNT material. Treatment with either pristine (dark gray) or artificially aged (light gray) CNTRENE C100LM. Controls (unfilled bar) were grown in medium without CNTRENE C100LM. (A) *E. coli* grown in LB at pH 7. For pristine CNTRENE C100LM treatment *t*_*d*_ ranged from 20.3 min–25.3 min with an average of 22. 4 min (±1.2 min). Aged CNTRENE C100LM treatment *t*_*d*_ ranged from 20.1 min–24.7 min with an average of 22.3 min (±1.1 min). Untreated cells had a *t*_*d*_ of 22.7 min (±0.8 min). (B) *E. coli* grown in M9 medium. For pristine CNTRENE C100LM treatment *t*_*d*_ ranged from 54.5 min –65.4 min with an average of 60.4 min (±2.3 min). Aged CNTRENE C100LM treatment *t*_*d*_ ranged from 59.0 min –61.6 min, with an average of 59.9 (±0.7 min). Untreated cells had a *t*_*d*_ of 60.7 min (±0.7 min). (C) *E. coli* grown in LB at pH 5. For pristine CNTRENE C100LM treatment *t*_*d*_ ranged from 29.1 min –31.9 min with an average of 30.3 min (±0.8 min). Aged CNTRENE C100LM treatment *t*_*d*_ ranged from 27.3 min –31.1 min, with an average of 29.6 (±0.9 min). Untreated cells had a td of 30.3 min (±0.5 min). For all treatment groups (pristine or aged CNTRENE C100LM exposure) doubling times mirrored that of the untreated control, regardless of medium or pH used.

The influence of CNTRENE material on *E. coli* growth was analyzed in M9 medium, in which *E. coli* have a slower growth rate and a lower final cell density. In this minimal medium, growth with pristine or aged CNTRENE material was similar to the unexposed control group (Figs. 5C–5D). Unexposed cells had an average doubling time of 60.7 min (±0.7 min). In comparison, *E. coli* exposed to pristine CNTRENE material had an average doubling time of 60.4 min (±2.3 min), and when exposed to aged CNTRENE material an average doubling time of 59.9 (±0.7 min) was observed (Fig. 6B). Considering these data, it is not surprising that there was not a correlation between doubling times and the concentration of pristine (*r* = 0.0109, *n* = 9 for each concentration, *p* = 0.9414) or aged (*r* =  − 0.2688, *n* = 9 for each concentration, *p* = 0.1381) CNTRENE material exposure.

Lastly, the effect of pH on CNTRENE material toxicity was examined using LB medium at pH of 5. As for the other conditions, the growth of *E. coli* was not inhibited by either pristine or aged CNTRENE material exposure, having growth curves that superimposed (Figs. 5E–5F). For pristine CNTRENE material treatment, an average doubling time of 30.3 min (±0.8 min) was observed. Similarly, aged CNTRENE material treatment produced an average doubling time of 29.6 (±0.9 min) upon exposure of up to 1.05 µg/ml CNTRENE material. These doubling times are similar to that of the untreated cells of 30.3 ± 0.5 min (Fig. 6C). Again, no correlation was seen between doubling time and treatment with increasing concentrations of pristine (*r* =  − 0.1103, *n* = 9 for each concentration, *p* = 0.5490) or aged (*r* = 0.2342, *n* = 9 for each concentration, *p* = 0.1896) CNTRENE material.

### Antibacterial plate counts

Significant optical interference was observed at CNTRENE material concentrations over 1.05 µg/ml, making MIC microtiter assays infeasible for the assessment of cytotoxic effects. Therefore, growth effects of pristine CNTRENE material at concentrations higher than 1.05 µg/mL on *E. coli* K12 were evaluated by a modified spot plate technique (see Methods). The CFU/mL were calculated after 24 h of exposure to pristine CNTRENE material at final concentrations of 0 µg/ml (control), 8.44 µg/ml, 16.88 µg/ml, and 33.75 µg/ml. The calculated CFU/mL were 1.47 × 10^9^ ± 7.87 × 10^8^ CFU/ml (*n* = 9), 1.24 × 10^9^ ± 9.26 × 10^8^ CFU/ml (*n* = 9), 1.20 × 10^9^ ± 6.24 × 10^8^ CFU/ml (*n* = 9), and 1.87 × 10^9^ ± 5.00 × 10^8^ CFU/ml (*n* = 9), respectively (Fig. 7). These data were found to be Gaussian by a D’Agostino-Pearson normality test, and the differences between groups were not significant as determined by one-way ANOVA (*p* = 0.2138). Taken together with the MIC assays described above, these data imply that CNTRENE material exposure up to 33.75 µg/ml does not significantly impact the growth of *E. coli*.

**Figure 7:**
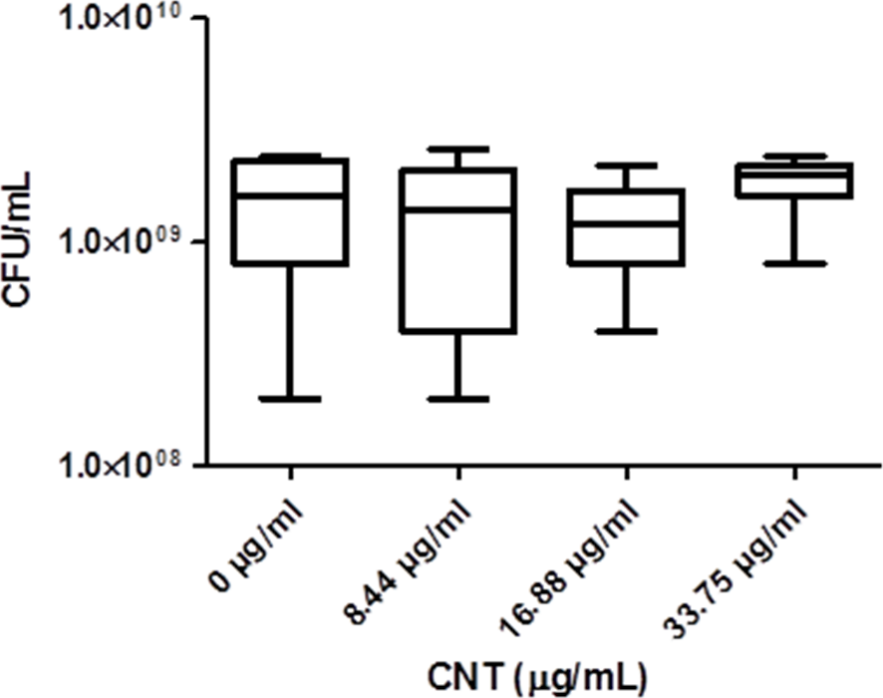
Box-and-Whisker of antibacterial plate counts. CNTRENE C100LM exposure in *E. coli* K12 grown in LB pH 7. Data were determined to be Gaussian by a D’Agostino-Pearson normality test. Differences were not significant between groups as determined by one-way ANOVA (*p* = 0.2138, *n* = 9).

### Electron microscopy imagining

Morphological changes of *E. coli* K12 grown in LB pH 7 and exposed to pristine CNTRENE material at concentrations at and above 1.05 µg/mL were evaluated by electron microscopy. With SEM, control cells visualized at 10,000× and 25,000× appeared as morphologically normal bacilli, with intact outer membranes and lengths ranging between 1 µm and 2 µm (Figs. 8A–8B). After 24 h exposure to pristine CNTRENE material (33.75 µg/mL and 16.88 µg/mL), cells had similar morphologies to control samples were within the typical 1 µm to 2 µm length range of *E. coli* (Figs. 8C–8F).

**Figure 8:**
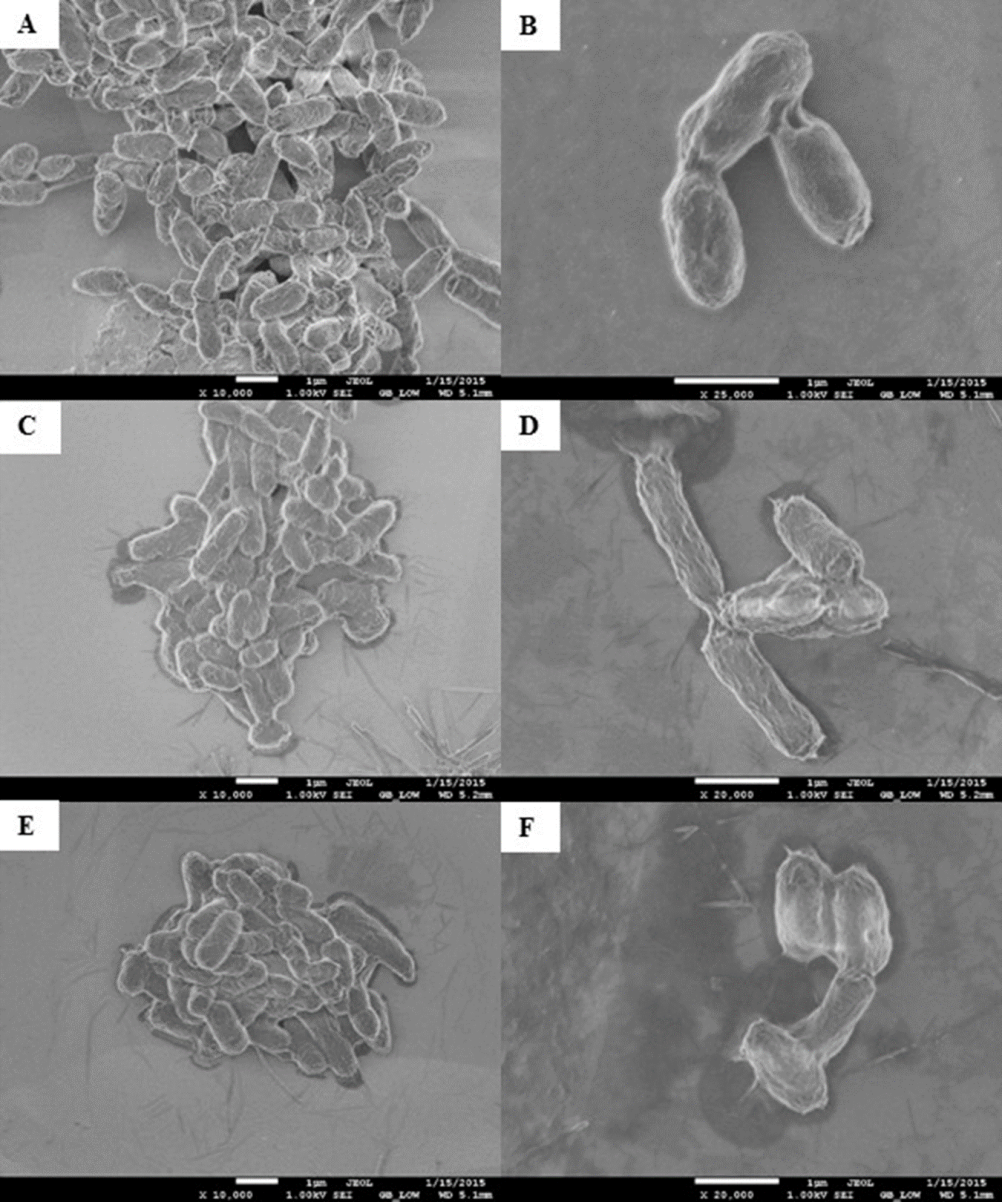
Scanning electron microscopy (SEM) images of *E. coli* K12 after 24 h exposure to pristine CNTRENE C100LM. Images from JEOL JSM-7600F field emission SEM under vacuum (9.6 × 10^−5^ Pascal) with accelerating voltage of 1.00 kV. The scale bar is 1 µm. (A–B) 0 µg/mL (control), (C–D) 16.88 µg/mL, (E–F) 33.75 µg/mL pristine CNT exposure. Total magnification was 10,000× (A, C, E), 25,000× (B), and 20,000× (D, F).

As was observed with SEM, AFM images of control *E. coli* K12 cells appeared as morphologically normal bacilli with intact outer membranes, lengths between 1 µm to 2 µm, and diameters of 0.5 µm (Fig. 9A). After 24 h exposure to pristine CNTRENE material (33.75 µg/mL, 16.88 µg/mL, and 1.05 µg/mL), cells had normal morphological features including cell length (1 µm–2 µm) and diameter (0.5 µm), similar to control cells (Figs. 9B–9D).

**Figure 9:**
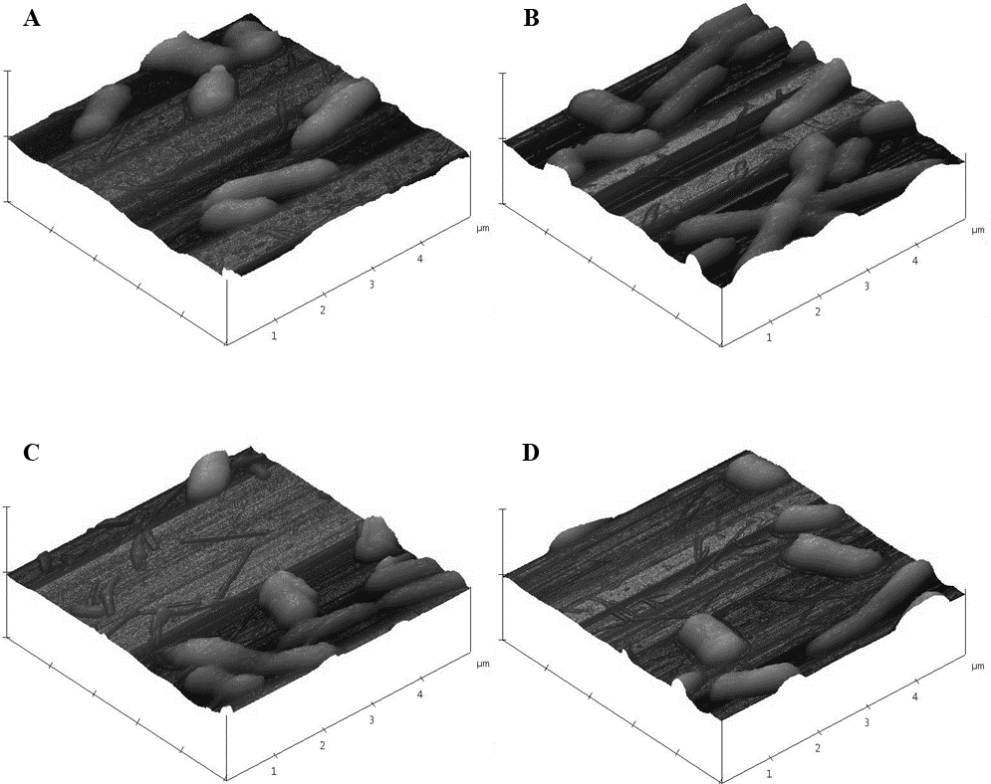
Atomic force microscopy (AFM) images of *E. coli* K12 after 24 h exposure to pristine CNTRENE C100LM. Three dimensional images from Veeco Dimension 3100 with a Nanoscope IIIA Controller using tapping mode and a silicon tip (radius of 8.0 nm) under atmospheric conditions. All images captured with a scan rate of 1.001 Hz and 512 samples. Data scale for all images was 2.000 µm with X position of −19783.4 µm and Y position of −42151.3 µm. (A) 0 µg/mL (control), (B) 1.05 µg/mL, (C) 16.88 µg/mL, (D) 33.75 µg/mL pristine CNTRENE C100LM exposure.

In SEM images, CNTRENE material was primarily observed to be adjacent to bacterial cells and not in direct contact with the cell surface. Although, some CNTRENE material was in direct contact with outer membranes of the cells, no damage to outer membranes, such as physical puncturing, was observed. Due to the resolution limitations of the instrument, no CNTRENE material structures could be positively identified in AFM images, so no association between cells and CNTRENE material was directly observable. However, cells appeared intact, without abnormalities in cell morphology, which corresponds to the SEM images. Taken together, these data suggest that this CNTRENE material does not physically damage *E. coli*, which is in agreement with the data demonstrating normal growth upon CNTRENE material exposure.

### RNA sequencing

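The RNA sequencing data consist of 1 library of *E. coli* K12 exposed to 1.05 µg/ml pristine CNTRENE material and 1 library of unexposed control cells. Both were grown to mid-log phase at 37 °C and 200 rpm in M9 medium, a minimal medium in which the bacteria make their own amino acids, here with 1 mM thiamine and 2% glucose. The paper describes cultures in triplicate and 3 independent RNA preparations for each sample type. Each condition is represented in the data used here by 1 set of values, and whether these pool the 3 preparations is not given in the sources used here. No spread between replicates could therefore be estimated, and no significance test across samples was possible. The values are estimated counts and TPM (transcript abundance scaled for the length of each coding sequence and for the total of the library) that the authors obtained with kallisto 0.43.1, a program named in the submitters' processing notes that assigns reads to transcripts without a full alignment. The paper's methods name another program, Qseq of the DNAstar Lasergene suite, and the *E. coli* K12 MG1655 genome as reference. The 4022 sequences counted by kallisto carry identifiers of another sequence record. Their lengths are all multiples of 3, from 45 to 7077 bp with a median of 852 bp, so they hold coding sequence without untranslated regions. The identifiers are not paired with gene names in the files, and 0 of them matched a table of MG1655 genes, so coding sequences are reported here without names. The exposed library held 3207079 estimated counts and the unexposed library 3586929, which the comparison used, while the paper gives 7776541 and 6599925 total reads for these conditions. The median count per coding sequence was 205.5 in the exposed library and 195.0 in the unexposed library. The 10 most abundant coding sequences took 11.1% of the exposed and 11.5% of the unexposed counts. Counts were scaled by TMM, a method that sets the libraries on one scale from the bulk of genes, and the ratio of exposed to unexposed counts was taken for the 3999 coding sequences with at least 10 counts over both libraries. A library without counts was set to a floor of 3 counts. Exact 95% intervals of a ratio (Clopper-Pearson, conditional on the sum of both counts) cover counting error only. They compare these 2 libraries, not the conditions, since each condition has 1 library. PCR reads without molecular identifiers are not independent molecules, so the intervals may also be too narrow for the counting error.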

Global transcriptional changes were examined by RNA sequencing to examine if any regulatory changes were responsible for the tolerance of *E. coli* to CNTRENE material. *E. coli* K12 cultures were grown to mid-log phase in M9 medium containing 1.05 µg/ml CNTs and compared to cultures without CNTRENE material exposure. Control samples had an average of 2,199,975 reads (6,599,925 total reads) and experimental samples had an average of 2,592,180 reads (7,776,541 total reads). All control and experimental samples had sequence lengths of 35–51 bp with a GC content of approximately 54%, closely mirroring the genomic GC percentage of 50.8% (Riley et al., 2006). Gene expression of *E. coli* K12 exposed to pristine CNTRENE material was compared to native gene expression with the *E. coli* K12 MG1655 reference genome used for mapping sequencing reads. 

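Nearly every coding sequence had counts in both conditions. Of the 4022 coding sequences counted, 4019 had an estimated count of at least 1 in at least one of the libraries, and 4013 had such a count in both. Only 1 had no count in either library, which allows up to 3 counts in each. A count of at least 10 was reached in both libraries by 3954 coding sequences. Counts of at least 100 were reached by 2953 coding sequences in exposed cells and by 2819 in unexposed cells. The exposed library thus had more coding sequences above this level although its total count was lower.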

Of the 4464 open reading frames (ORFs) (NCBI accession NC_000913), 4,314 genes were mapped indicating that 96.6% of all genes were expressed. 

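Expression in exposed and unexposed cells differed by at least 2-fold for 50 of the 3999 coding sequences with at least 10 estimated counts over both libraries, or 1.25%. The other 3949 lay below this threshold. The ratio of exposed to unexposed counts had a median of 1.01, and 95% of the coding sequences lay between ratios of 0.711 and 1.77. Most of the coding sequences that passed the threshold were weakly expressed. Those at least 2-fold higher had a median of 51 counts over both libraries and those at least 2-fold lower a median of 22, against 408 for all that were compared. In 100 simulated pairs of libraries that differed by counting noise alone, a median of 8 coding sequences was at least 2-fold higher and 8 at least 2-fold lower.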

Of the 4,314 genes mapped, 186 genes were differentially expressed using a 2-fold change between control and experimental samples as a threshold. Of these 186 genes, 26 genes were upregulated in the experimental CNT exposed samples, and 160 genes were downregulated (Fig. S1). However, only three genes (*pptA*, *alpA*, and *mgtL*) were expressed at a significantly different level in the experimental samples after correcting for false discovery rate of 0.05 using the Benjamini–Hochberg method (Benjamini & Hochberg, 1995). 

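By the sample labels, 41 coding sequences were at least 2-fold higher in exposed cells and 9 were at least 2-fold lower. The number lower was within the range of 2 to 14 that counting noise alone gave in the simulated libraries. The number higher was above the most that noise gave, 17. The simulated libraries held no trend of the ratio with expression, so the comparison for those lower does not settle whether they were noise. The counting interval excluded a ratio of 1 for 36 of those higher and for 5 of those lower. It lay wholly beyond 2-fold for 1 coding sequence, CDJ74183.1, a sequence of 213 bp with 15 counts in exposed cells and 0 in unexposed cells. Against the floor of 3 counts it was 5.12-fold higher in exposed cells. Its interval, which includes the error of the 15 counts, began at a ratio of 3.67. The next in rank was CDJ71031.1, of 1374 bp, with 58 counts in exposed and 18 in unexposed cells, a ratio of 3.30 (95% interval 1.92 to 5.95). The largest decrease by the same ranking, which orders coding sequences by the bound of the interval nearest to a ratio of 1, was in CDJ71656.1, of 951 bp. It had 159 counts in exposed and 372 in unexposed cells and was 2.28-fold lower (95% interval 1.89 to 2.77). Its estimated counts were not whole numbers, which occurs where reads are divided between similar sequences, so its value is uncertain. CDJ74204.1, of 1071 bp, was 1.93-fold lower (95% interval 1.81 to 2.06) at 1458 counts in exposed and 2879 in unexposed cells. Among the 2000 more weakly expressed coding sequences, 39 were at least 2-fold higher and 6 at least 2-fold lower in exposed cells. Among the 1999 more strongly expressed ones, 2 were higher and 3 were lower. After each ratio was centred on the median of coding sequences of similar expression, a step chosen after seeing the data, 21 were higher and 18 lower, and with scaling by total counts 78 were higher and 9 lower.

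**Figure D1:**
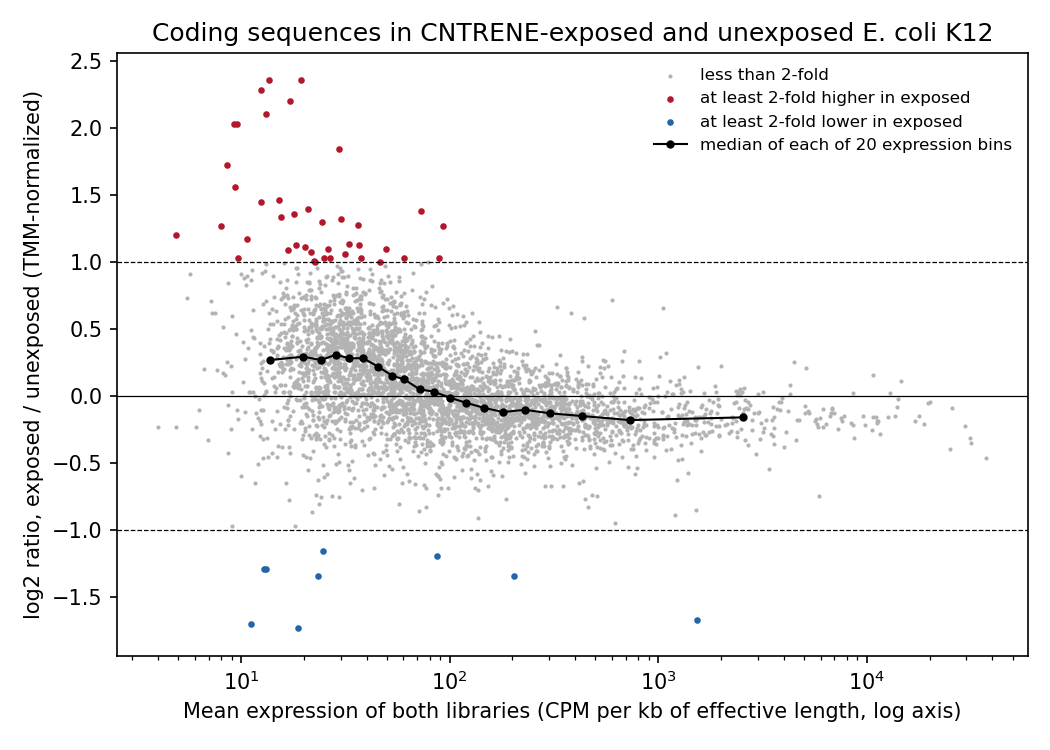
Each point is 1 of 3999 coding sequences, with its mean expression in both libraries on the x axis (CPM per kb of effective length, log axis) and the log2 ratio of exposed to unexposed TMM-normalized counts on the y axis. Red points are the 41 at least 2-fold higher and blue points the 9 at least 2-fold lower in exposed cells, the dashed lines mark 2-fold, and the black line joins the medians of 20 expression bins, which go from 0.27 in the lowest to -0.16 in the highest bin.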

The *pptA* and *alpA* genes were considered significantly downregulated with a 2.5-fold change (*p* = 0.0272) and 35.1-fold change (*p* = 0.0227), respectively. The *mgtL* gene was the only gene to be upregulated, with an 85.3-fold increase in expression in experimental samples (*p* = 1.87 × 10^−7^). 

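Among coding sequences with counts in both libraries, no ratio was as large as the changes given for *alpA* and *mgtL*. This and the values below cover the 3999 coding sequences with at least 10 counts over both libraries. The coding sequences could not be matched to gene names, so values for *pptA*, *alpA* and *mgtL* themselves are not given, and the whole range of ratios is given instead. The largest decrease was 3.32-fold, from 5 counts in exposed and 17 in unexposed cells (95% interval 1.18 to 11.5). The highest ratio among coding sequences with counts in both libraries was 5.12, from 10 counts in exposed and 2 in unexposed cells (95% interval 1.09 to 48.0). With more than 3 counts in unexposed cells, the highest ratio was 4.86. The 95% counting interval reached the decrease that the paper gives for *alpA* in 0 of these coding sequences. It reached the increase that the paper gives for *mgtL* in 1, the sequence CDJ74183.1 without counts in unexposed cells. Both numbers depend on the minimum. In each library 4 coding sequences had no count, 1 of them shared. Of the 4 in exposed cells 0 passed the minimum, and of the 4 in unexposed cells 1 did. Coding sequences below the minimum thus do not exclude either change. The decrease that the paper gives for *pptA* lay within reach of the interval of 63 coding sequences, of which the ratio itself was that low in 5. These directions rest on the sample labels, which no gene of known direction could check. With the labels exchanged, the interval would reach the decrease for *alpA* in 5 coding sequences and the increase for *mgtL* in 0. It would reach the decrease for *pptA* in 175, of which the ratio itself would be that low in 16. The largest decrease would then be 5.12-fold. Of the 16 coding sequences of 100 bp or less that passed the minimum, 0 were at least 2-fold higher and 2 were at least 2-fold lower, with ratios from 0.315 to 1.58. Any of that length below the minimum were left out. Whether each of the 3 genes is among the coding sequences compared is not known, and with 1 library for each condition the test over replicates could not be repeated.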

The *pptA* gene (COG 1942) is predicted to encode a 4-oxalocrotonate tautomerase that functions in degradation pathways for xenobiotic aromatic compounds (Kanehisa & Goto, 2000). The *alpA* gene (COG 3311) is a prophage regulatory protein that is part of a group of DNA transcription regulators within the MerR superfamily, and regulators within this family have been shown to regulate in response to environmental stressors, such as heavy metals (Marchler-Bauer et al., 2015). However, the genes downstream of this ORF encode proteins associated with the cryptic prophage CP4-57 and are not known to be associated with stress responses. The *mgtL* gene acts as a leader sequence to the downstream *mgtA* gene (COG 0474), which is a Mg^2+^ transport protein (Park et al., 2010). The *mgtL* leader sequence serves a riboswitch for the Mg^2+^ porin, which allows expression of the porin to be regulated by the availability of proline and Mg^2+^ (Park et al., 2010). Regardless, the role of all three genes identified by RNA-seq in response to CNTRENE material exposure is unclear as all three genes have dissimilar function and are not part of a general stress response that would be expected from known mechanisms of CNT toxicity, such as physical interaction (e.g., cell envelope damage), ROS generation, or oxidative stress (Nel et al., 2006; Kang et al., 2008).

## Discussion

With the emergence of nanotechnology and the growing number of applications for CNTs, such as biosensors (Wang, Musameh & Lin, 2003; Chen et al., 2003; Huang et al., 2004; Trojanowicz, 2006; Timur et al., 2007; Yun et al., 2007) and vaccine/drug delivery systems (Kam et al., 2005; Cai et al., 2005; Bianco, Kostarelos & Prato, 2005; Liu et al., 2007), it is important that the safety and potential impacts of nanoparticles on environmental communities are fully evaluated. The potential cytotoxic effects on microbial communities is an important consideration during a chemical life cycle analysis, as microorganisms play a vital role in environmental nutrient cycling, are essential for the maintenance of animal life, and play a role in health and disease. Disruption of the microbiota of an ecosystem has wide reaching consequences. However, evidence that exposure to realistic doses of nanomaterials causes acute toxicity is limited. Analysis of toxicity is also complicated by the lack of correlation between toxicity and nanoparticle size (Valsami-Jones & Lynch, 2015). Further complicating assessment of nanoparticle toxicity is the issue of aging (i.e., weathering upon environmental exposure), which can alter the physiochemistry and resulting toxicity of the material. This makes examining the effect of aging vital to the assessment of nanotoxicity.

In this study, the growth of *E. coli* K12 was not inhibited by pristine or aged CNTRENE material over the tested concentration range of up to 33.75 µg/ml under any growth conditions tested. Furthermore, no morphological changes were observed by SEM or AFM in which *E. coli* were exposed to CNTRENE material. It may be that the negatively charged carboxyl functional groups of CNTRENE material CNTs are partially repelled by the net negative charge of the bacterial cell, which could account for the lack of toxicity observed. This is in agreement with studies examining the cytotoxicity of fullerenes on bacteria. Fullerenes are a carbon nanomaterial consisting of a cage-like sphere of carbon boned in hexagonal or pentagonal arrangements, and CNTs can be considered a cylindrical form of a fullerene with similar surface and atomic structure and composition. In fullerenes, cationic functionalization (e.g., –NH_3_) is generally associated with increased cytotoxicity compared to anionic functionalization (e.g., –COOH) (Jensen, Wilson & Schuster, 1996; Bosi et al., 2003; Oberdörster, Oberdörster & Oberdörster, 2005). Regardless of the mechanism, these data suggest that CNTRENE material exposure is benign to *E. coli*.

Despite the lack of physical alteration or growth effect of CNTRENE material exposure, three genes (*pptA*, *alpA*, and *mgtL*) were identified as differentially regulated in CNTRENE material-exposed cells. However, the role of these three genes is enigmatic because of their unrelated cellular roles and lack of a link to known stress response pathways associated with CNT exposure (Nel et al., 2006; Kang et al., 2008). Yet the lack of large changes in gene expression is not surprising given that growth was not significantly impacted by CNT exposure. It would be expected that gene regulation may play a role in normalizing growth behavior in CNTRENE material-exposed cells if the CNTs were at sub-toxic concentrations. However, almost no gene regulation was seen and the three genes that were regulated were not differentially expressed to a large extent (i.e., >100-fold). 

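Between exposed and unexposed cells, 90.6% of the 3999 coding sequences compared differed by less than 1.5-fold. The SD of the log2 ratio across coding sequences was 0.35, against a median of 0.21 in simulated libraries with counting noise alone. The counting interval excluded a ratio of 1 for 36.8% of the coding sequences, of which 687 were higher and 785 lower in exposed cells, against 4.35% in the simulated libraries. The median log2 ratio went from 0.27 in the lowest of 20 expression bins to -0.16 in the highest, so these numbers also include a trend with expression. Differences between the libraries were thus larger than the simulated counting noise but mostly small in size. That simulation took reads as independent, which PCR reads without molecular identifiers are not, so a part from PCR copies is not excluded. With 1 library for each condition, the part of the differences due to exposure and the part due to culture or library preparation could not be separated. The paper relates the lack of large changes to growth that exposure did not affect, and states that the role of its 3 regulated genes is unclear because their functions are dissimilar and they are not part of a general stress response.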

Interestingly, CNT exposure has been previously reported to influence gene regulation in bacteria. For example, CNT exposure to non-functionalized single-walled CNTs and multi-walled CNTs was reported to activate genes associated with membrane and oxidative stress (Kang et al., 2008). Recently, exposure of *Paracoccus denitrificans* to carboxyl-functionalized single-walled CNTs (10- µg/ml–50 µg/ml) inhibited cell growth by reducing the expression of genes involved in DNA repair, glucose metabolism, and energy production (Zheng et al., 2014). The CNTRENE material used here has been recently associated in gene regulation in *Saccharomyces cerevisae* (Woodman et al., 2016). Here, they report 82 genes differentially expressed, of which 56 were up-regulated and 26 were down-regulated. Approximately 20% of the genes were implicated in increasing the rate of membrane transport, suggesting a detoxification route. This correlated to an observed increase in growth rate and decreased cell density of CNTRENE material-exposed cells. Yet none of these previously reported alterations in gene expression were observed in CNTRENE material-exposed *E. coli*. This may be due to disparate CNT toxicity mechanisms in bacteria and eukaryotes. For example, CNT toxicity in eukaryotes is often attributed to their uptake, especially by phagocytic cells, resulting in frustrated phagocytosis leading to the production of reactive oxygen species and release pro-inflammatory cytokines (Brown et al., 2007; Johnston et al., 2010). To our knowledge, bacteria are not known to uptake CNTs. Taken together, these data suggest that CNTRENE material exposure does not cause cell damage, death, or influence growth of *E. coli* K12, and that exposure to elevated levels up to 33.75 µg/ml CNTRENE material is innocuous to *E. coli* K12.

The lack of a deleterious effects CNTRENE material exposure is somewhat surprising given that many CNTs have been reported as having cytotoxic effects on bacteria, including *E. coli*. However, it should be addressed that there are many contradictory findings about the bacterial cytotoxicity of CNTs, which have been attributed to the variety of CNTs available including differences in purity and heavy metal content left over from CNT production (Yang et al., 2010). While some studies have found strong cytotoxic activity with carboxyl-functionalized CNTs (Arias & Yang, 2009), others have reported the opposite finding (Lewinski, Colvin & Drezek, 2008). Most studies examine cytotoxicity of CNTs that are artificially coated onto membranes by filtering. This procedure often is used to concentrate CNTs, likely providing exposure concentrations above those that would be obtained naturally. It also forces a CNT-cell interaction that may not accurately reflect planktonic bacterial cytotoxicity or cytotoxicity in biofilms. Moreover, many cytotoxicity studies that do report CNTs as highly toxic in planktonic cell cultures only report toxicity associated with the CNT-cell aggregates (Kang et al., 2007; Kang et al., 2008). This also artificially inflates toxicity because the majority of the cells are suspended and not in association with CNTs or CNT aggregates. For example, non-functionalized SWCNTs were reported to cause 80% loss of *E. coli* K12 viability in liquid cultures. However, this was only for CNT-bacterial aggregates, while the viability for cells in free suspension without CNT-association was only reduced by 8%. This was equivalent to the loss of viability of untreated cells (Kang et al., 2008). This suggests that a physical interaction is necessary for CNT cytotoxicity. Most cells grown in liquid culture are planktonic and not CNT-associated. Consequently, studies that only examine these associations and ignore the majority of the cells (i.e., cells in bulk solution) likely greatly overestimate the cytotoxic effect of the CNT in question. Due to the variation in reported effects and the variety of potential applications, it is imperative that the effects of each distinctive type of CNT and their characterization is adequately evaluated using standardized methods to obtain a clear picture of toxicity.

In summary, we have shown that pristine and aged CNTRENE^®^ C100LM CNT materials are not deleterious to the growth of *E. coli* at environmentally relevant concentrations up to 33.75 µg/ml. Furthermore, gene expression is not altered in a significant way, indicating that there is no need for *E. coli* to adapt to exposed conditions. It should be mentioned that other microorganisms may respond differently. Therefore, it may be useful to examine microbial communities, natural or artificial (e.g., microcosms), that are exposed to CNTRENE material to more completely understand its microbial cytotoxicity. This study highlights the importance of the continued toxicity screening of nanomaterials which is especially important in light of contradicting reports of nanomaterial cytotoxicity. Furthermore, there has been no physical or chemical parameter (e.g., functionalization) that has been shown to be predictive of cytotoxicity (Valsami-Jones & Lynch, 2015). Standard methods for nanoparticle cytotoxicity also do not appear to exist and must be developed. Current studies evaluating cytotoxic effects of CNTs on bacterial cells demonstrate the need for adequate characterization of the CNT materials tested, because physical and chemical properties of CNTs, including length, diameter, functionalization, and metal contamination have shown an effect on cell viability observed in bacterial cells. Furthermore, the degree of CNT dispersion in the solution can often impact toxicity, with dispersed CNTs being more toxic to bacterial cells than aggregated CNTs (Kang et al., 2008; Liu et al., 2009). For example, surfactants used to suspend single-walled CNTs also affect microbial cell viability and demonstrates that there are compounding factors when evaluating cytotoxicity of nanomaterials (Dong, Henderson & Field, 2012). Interpretation of data across labs will continue to be problematic until these standard practices are developed. Here we have described a set of simple standard assays that may be done to establish microbial cytotoxicity of nanomaterials.

##  Supplemental Information

10.7717/peerj.3721/supp-1 Figure S1 Median gene expression in *E. coli* exposed and unexposed to CNTRENE C100LM Mid-log phase *E. coli* K12 grown in M9 medium containing 1.05 µg/ml CNTs were compared to cultures without CNTRENE material exposure. 

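Expression of coding sequences in exposed cells followed that in unexposed cells closely. The squared Pearson correlation of log2(TPM + 1) across the 4022 coding sequences was 0.972. Coding sequences are not independent replicates, so this value describes the pair of libraries. The TPM values were taken as deposited by the authors. The scale on which the paper computed its own value is not stated in its text.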

Twenty-six genes were ≥2-fold upregulated in CNT exposed cells, while 160 genes were ≥2-fold downregulated in CNT exposed cell and 4,128 genes did not have differential expression (*R*^2^ = 0.9643).

## Additional Information and Declarations

### Data Availability

The following information was supplied regarding data availability: GEO Accession GSE99042.

How the deposited data were processed for this re-analysis (not part of the article)

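RNA from *E. coli* K12 grown in M9 medium with or without 1.05 µg/ml pristine CNTRENE material was compared. For each condition 1 sample was used. The paper describes 3 RNA preparations per condition, and how these relate to the values of a sample is not given in the sources used here. According to the sample labels and the paper, ribosomal RNA was removed with Ribo-Zero and stranded cDNA libraries were made with the SMARTer kit.

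The authors deposited 2 tables per sample. In both, the estimated counts are reads assigned by the authors to 4022 coding sequences, and the submitters' processing notes name kallisto 0.43.1 and FastQC 0.11.2. The tables of a sample differed by at most 0.0197 counts, so they were taken as 1 quantification and the table that also holds TPM was used. TPM values are the authors' own, scaled by effective length and by the total of the library as deposited. Effective length was the length minus 49 bp for coding sequences of 300 bp or more and fell to 3.25 bp for the shortest, so TPM of very short sequences is inflated in both libraries alike. Estimated counts were whole numbers within 0.001 for 97.5% of coding sequences in the exposed and 97.6% in the unexposed library. The others share reads with similar sequences. The paper's methods describe Qseq with default parameters, MG1655 as reference and a test over replicates with a false discovery rate of 0.05. Those steps are not part of the deposited values and were not repeated. Neither the paper nor the tables say whether the counting used the strand of the reads, so overlapping and antisense genes are not separable here. Filters on the reads are not given in the sources used here.

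The identifiers of the coding sequences run to number 4026, and 4 numbers have no row and are not analysed here. A table of 4651 genes of the MG1655 assembly ASM584v2 was searched for the identifiers, and 0 matched. The sequence record behind them is not the one the paper names. Coding sequences were therefore not given gene names, and no coordinates are given. The 29 gene lists of stress regulons and pathways written before the data were examined could not be tested, nor could the folds of *pptA*, *alpA* and *mgtL*. The rule for named genes, set before the data were examined, was to name the genes of the paper, the 10 higher and the 10 lower that rank first by the bound of their counting interval nearest to a ratio of 1, and up to 4 members of each list. Since identifiers without names say little, only the first 2 of each direction are printed. The 10 ranked higher were 2.08-fold to 5.12-fold higher, the last value against the floor, at 15 to 249 counts over both libraries. The 10 ranked lower were 1.54-fold to 2.28-fold lower at 531 to 18456 counts.

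Estimated counts were rounded to whole numbers for scaling factors and intervals. TMM factors came from edgeR 4.0.16 and median-of-ratios size factors from DESeq2 1.42.0, in R 4.3.3. No model of these packages was fitted, since there was 1 library per condition. Other steps used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. Ratios were computed for coding sequences with at least 10 counts over both libraries, 23 fell below this minimum, and a library at 0 was set to 3 counts. The threshold was 2-fold, as in the paper, which states no count minimum. At 3207079 and 3586929 counts, 95% counting intervals are narrow for abundant and wide for rare coding sequences. They cover counting error only. The steps were tested on simulated libraries with Poisson counts at the same totals, in which 200 of 3997 coding sequences had a changed ratio. Over all 3997, the intervals held the true ratio in 95.5% of cases. A 2-fold ratio with an interval excluding 1 was found for 100% of the 4-fold higher and 4-fold lower sequences, and for 94% of the 2.5-fold higher and 90% of the 2.5-fold lower ones, while 5 unchanged sequences were called higher and 3 lower. Counting noise alone was simulated in 100 further pairs of libraries, drawn at the TMM-scaled sizes and not at the totals. For the expression trend, coding sequences were put in 20 bins by CPM per kb of effective length.

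The alternatives set before the data were examined were other scalings, other count minimums, a 1.5-fold threshold, the use of counting intervals, other pseudocounts and the second table of each sample. Leaving out replicates, permuting samples and pairing were not possible with 1 sample per condition. The sample labels give no batch or date.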

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

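The tests of sequencing depth, background reads and exchanged labels, the centring on the expression bin and the use of the scalings as a test of direction were chosen only after the results were seen, while the scalings themselves were among the alternatives set earlier.

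In values that the paper does not report sequence by sequence, 36 coding sequences were at least 2-fold higher in the exposed library than in the unexposed library with a counting interval excluding a ratio of 1. The first in rank, CDJ74183.1, was 5.12-fold higher against the floor of 3 counts, with an interval that began at a ratio of 3.67. The second, CDJ71031.1, was 3.30-fold higher. Both are weakly expressed, and neither has a replicate. Without gene names it is not known whether the 3 genes that the paper discusses are among the 36.

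More coding sequences were at least 2-fold higher than lower in the exposed library, 41 against 9. Between 38 and 84 were higher and 9 were lower under each of 4 scalings that apply 1 factor per library. This argues against the choice among these only. Their median log2 ratios ran from 0.0002 to 0.16, so scalings that put the median below 0 were not tested. Centring on the expression bin gave 21 higher and 18 lower, a split that the centring itself largely sets. Whether the sample labels could have been exchanged stays open, and 9 would then be higher and 41 lower. The paper's counts run the other way, its read totals are higher for the exposed cells while the exposed library here has the lower total count, and its text reports no other measure of transcript levels. A gene of known direction would decide this, and 0 identifiers could be matched to a gene name, so exchanged sample labels cannot be told apart from labels that are right.

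Weakly expressed coding sequences were higher in the exposed library, with a median log2 ratio of 0.23 in the 2000 more weakly expressed and -0.10 in the 1999 more strongly expressed coding sequences, a difference of 0.33. Libraries simulated with counting noise alone gave differences from -0.02 to 0.01. They were drawn at the TMM-scaled sizes of 3352503 and 3431343, which lie closer together than the 2 totals, so unequal totals were not tested. Thinning the unexposed library to the exposed total (0.329, SD 0.005 over 20 draws) lowers all counts of a library alike and decides nothing. An effect of sequencing depth therefore stays open. Background reads spread along the genome, such as from DNA left after the DNase treatment that the paper describes, remain a candidate explanation, which cannot be told apart from a change in transcription. The excess in the exposed library was taken across 4 groups of coding sequences of at least 300 bp, from weak to strong expression. It was scaled on the summed counts of the most strongly expressed coding sequences. Median values were 7.24, 11.8, 9.49 and 7.28 CPM per kb (bootstrap SD 0.25, 0.4, 0.51 and 1.9). Median unexposed levels were 20.9, 46.9, 116 and 414 CPM per kb. The last excess depends on that scaling, which used the same strongly expressed sequences. The excess was 4.56 CPM per kb larger in the second group than in the first, which an even background does not give, but grouping by expression also sorts weak sequences by their local background, and an effect of exposure itself stays open as untested.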

How the results depend on the processing

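The number of coding sequences at least 2-fold higher in exposed cells, 41 under TMM, was 78 with total counts and 84 with the deposited TPM. These scalings moved the median log2 ratio of all coding sequences from 0.02 to 0.15 and 0.16, which accounts for the rise. The number lower was 9 under all 4 scalings. With at least 50 counts over both libraries, which left 3840 coding sequences, 22 were higher and 3 lower, and with no minimum 15 were lower. At a threshold of 1.5-fold, 308 were higher and 66 lower. When a counting interval excluding 1 was required as well, 5 were lower, and when it had to lie wholly beyond 2-fold, 1 was higher and 0 lower. Centring on the expression bin, chosen after seeing the data, gave 21 higher and 18 lower, so that 53.8% of the calls were higher in place of 82%. Of these, 21 and 9 were also called without centring. Every setting with a fold threshold that gave calls had more higher than lower. At any fold, the counting interval excluded a ratio of 1 for 687 that were higher and 785 that were lower. The squared correlation of 0.972 was 0.960 and 0.982 with pseudocounts of 0.1 and 10, 0.988 on linear TPM and 0.975 with at least 10 counts. The cause was not tested for the correlation. The number of coding sequences detected stayed between 3981 and 4021, and the second table of each sample changed no value. Not run were all alternatives for the folds of *pptA*, *alpA* and *mgtL* and for the stress response lists, which need gene names, and the removal of rRNA and tRNA genes, since only coding sequences were counted. Depth limits the weakly expressed coding sequences: 34 of the 41 higher and 8 of the 9 lower had fewer than 100 counts over both libraries.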

Differences from the paper's values

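The paper reports 26 genes at least 2-fold higher in exposed cells, and 41 coding sequences were found here. Of the alternatives set before the data were examined, median-of-ratios size factors (38), a minimum of 50 counts (22) and a counting interval excluding 1 (36) brought the value within 1.5 times of the paper's, while total counts, deposited TPM, no minimum, the second table, a 1.5-fold threshold and an interval wholly beyond 2-fold did not. Centring on the expression bin, chosen after seeing the values, also came within 1.5 times, at 21, and how many of the genes called in the paper it drops is not known without gene names. The paper reports 160 genes at least 2-fold lower, and 9 were found here. No alternative came within 1.5 times, the nearest being 66 at a threshold of 1.5-fold, and centring on the expression bin gave 18. For both directions together the paper reports 186 and 50 were found here, and no alternative came within 1.5 times of the paper's value, those nearest being 93 with the deposited TPM and 374 at 1.5-fold. The fold threshold was the paper's, the paper states no count minimum, and its values come from 3 preparations per condition, while whether the values used here come from 1 preparation or pool several is not given in the sources used here.

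The paper gives 6599925 total reads for unexposed and 7776541 for exposed cells. The estimated counts assigned to coding sequences totalled 3586929 and 3207079. These are not the same quantity, since sequenced reads include those not assigned. The paper's total is higher for exposed cells and the assigned total is higher for unexposed cells. The paper's average per sample is 2199975 reads for unexposed and 2592180 for exposed cells, and the assigned totals lie above both averages, for unexposed cells by more than 1.5 times. No alternative applies to these totals.

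The paper states that most genes past the 2-fold threshold were lower in exposed cells, whereas 41 of 50 coding sequences were higher here by the sample labels. With the labels exchanged, 41 of 50 would be lower, which runs the paper's way, and both numbers would still differ from the paper's by more than 1.5 times. The paper also reports an increase for *mgtL* and a decrease for *alpA* beyond any ratio compared here with counts in both libraries. Among these, with at least 10 counts over both libraries, the largest increase was 5.12-fold and the largest decrease 3.32-fold. Whether both genes are among the 4022 coding sequences was not settled. The number of genes expressed, the number without a 2-fold difference and the squared correlation lie within 1.5 times of the paper's values. These 3 values could hardly fall outside so wide a range, and the reference sequences differ, so this says little.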

Other observations

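The tests in this part were chosen only after the data were seen.

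Coding sequences that follow one another in the numbering of the sequence record differed from similarly expressed ones in the same direction more often than chance gives. There were 23 runs of at least 4 consecutive coding sequences whose counting intervals all lay on one side of the median of similarly expressed sequences. Of these runs, 11 lay above and 12 below that median, together 109 coding sequences. A run above the median can hold ratios below 1. In 100 orders shuffled among coding sequences of similar expression, at most 11 such runs occurred. The longest run held 8 coding sequences, all higher than similarly expressed ones, with ratios from 0.957 to 1.11. In a run of 5 that was lower, ratios went from 0.555 to 0.729, with 4666 counts in exposed and 7449 in unexposed cells. In a run of 4 that was higher, ratios went from 1.12 to 1.64, with 8899 counts in exposed and 6609 in unexposed cells. These runs were chosen as examples after their values were seen.

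A hypothesis is that many of the small differences may reflect groups of neighbouring genes transcribed together. Across coding sequences with at least 200 counts over both libraries, the correlation between the centred log2 ratios of direct neighbours was 0.238 over 2330 pairs, across coding sequences, which are not independent replicates. Counting noise is argued against, since 1000 shuffled orders gave at most 0.0678. A broad regional shift along the sequence is argued against as the whole cause. Coding sequences 10 places apart correlated at 0.0993, a difference of 0.139 (bootstrap SD 0.031), and those 50 places apart at 0.058. The value at 10 places lies above the highest that shuffled orders gave for neighbours, so a regional part is not excluded. A shift over fewer than 10 places was not tested. Leaving out coding sequences with counts that are not whole, which share reads with others, gave 0.237. The files used here give neither strand nor operon, so transcription in common was not tested directly, and whether such differences come from exposure or from the culture stays open with 1 library per condition.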
